A study of Mus musculus with 4 samples. Its data were reported in "Endothelial gene regulatory elements associated with cardiopharyngeal lineage differentiation" (2024).

How the data were processed

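ATAC-seq libraries of differentiating ES-E14TG2a mESCs were analysed, 2 from d2 and 2 from d4. Groups and replicate numbers were taken from the labels. The replicates came from independent differentiation experiments.

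According to the study's methods and the submitters' processing notes, the authors checked reads with FastQC, trimmed them with cutadapt, aligned them to mm10 with Bowtie2, removed mitochondrial, duplicate and multiply mapped reads, and called peaks with MACS2 in paired-end mode in each library on its own, with no control library and no pooling of replicates. Peaks in blacklisted regions were removed. The stated peak calling also names a shift and an extension of reads, which paired-end mode ignores, and which of them was applied was not tested here. In paired-end mode MACS2 piles up whole fragments, and a summit would then mark the highest fragment coverage rather than a cut site; otherwise the pileups below count extended reads. In the deposited peak lists, the fold enrichment of each peak is the ratio of the pileup to the local background at the summit as the authors' caller wrote it, and the −log10 p and −log10 q values are the authors' Poisson p-value and its corrected q-value. The deposited score column is 10 times the −log10 q, as a whole number, and was not used. The lowest −log10 q was 3.00 in d2 replicate 1 and both d4 libraries and 3.02 in d2 replicate 2, just above the value for q = 0.001.

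Depth was solved from the peak lists. MACS2 writes (pileup + 1) / (background + 1) and a Poisson p for the same summit, so both unknowns follow from both values. The solution gave whole pileups for 100% of peaks in each library (to within 0.01 in −log10 p). The smallest background in a library is its genome-wide background coverage, which was 0.568 and 0.483 (as pileup per base) in d2 replicates 1 and 2, and 0.755 and 0.744 in d4 replicates 1 and 2. These values give relative depth as coverage, not the number of reads. The smallest pileup called was 6 in both d2 and 7 in both d4 libraries, and the median summit pileup was 16, 18, 18 and 18, so a weak peak rests on few fragments or reads and can be missed in 1 replicate.

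Consensus segments were made with bedtools 2.31.1 intersect at its default of 1 bp overlap, as in the study's methods. Peaks of all 4 libraries that overlapped by at least 1 bp were merged into union regions. A gained region had a peak in both d4 libraries and in neither d2 library, a lost region the reverse, and a shared region a peak in all 4. The study's count-based tests between time points need reads in each region, which peak lists do not hold, so no p-value is given between d2 and d4. Regions were annotated with GENCODE release M 21 on GRCm38, the build of mm10, and all peaks lay within its chromosome lengths. A region within 1000 bp of any transcript start was a promoter; others were, in this order, 5' UTR, 3' UTR, exon, intron or intergenic, by any overlap. Each region was assigned to the gene with the nearest transcript start, of any gene type and with no distance limit, which does not show that it regulates that gene. Coordinates are 1-based mm10.

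Gene lists were 13 lists from textbook knowledge, including markers of other cell types that the culture could hold, and the study's 3 endothelial marker lists, which come from embryo single cells and not from these libraries. For each list, gained minus lost regions were summed and compared with 10000 random gene lists of the same size, matched on the number of union regions per gene in 8 bins, over the 22868 genes with a region. P-values were two-sided and adjusted with Benjamini-Hochberg over the 16 lists. The excess is the net count minus the mean of the random lists. Motifs were 20 consensus sequences, searched on both strands within 100 bp of the summit of the strongest peak of a region, in distal regions. Gained and lost shares were compared with Fisher's exact test, adjusted over the motifs. Odds ratios carry 95% Wald intervals, shares carry Wilson intervals, and both cover counting error only. EC-REs and endothelial marker regions were looked up in windows of whole kilobases around the positions the study gives.

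Genes named were fixed by rule: the 6 EC-RE genes; of each list, up to 3 genes with the most and 3 with the fewest gained minus lost regions, if at least 2 in size; the 10 genes with the most and the 10 with the fewest among all genes, of which noncoding genes known only by a clone or model name are not discussed and some others are not reported here; and the 5 gained and 5 lost regions with the highest lower fold enrichment. The groups, tests, lists, motifs, naming rule and most alternatives were set before the data were examined. Alternatives were a 50% reciprocal overlap, −log10 q of at least 5 or 10, the top 15000 peaks of each library by −log10 p, leaving out each library, merging peaks within 500 bp, consensus segments, promoters within 2500 bp, protein-coding genes only, regions within 100 kb, distal regions only, Fisher's exact test on regions, motif windows of 50 or 200 bp, 5 GC bins and the replicate number as a block. An equal minimum of pileup over background (12.4 in all libraries) and the joint use of protein-coding genes and distal regions were added after seeing the data.

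Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used. Each step was tested on simulated data. For the relative depth, 100% of 4945 pileups were recovered. For gained and lost regions, 100% of 5000 regions fell in their true class. This tests the sorting of called peaks, not how often a weak peak is missed near the caller's threshold. For the gene lists, on the 22868 genes, 4.5% of null lists had p under 0.05 and 90% of lists with 1 region added to 20 of 50 genes were found. All textbook lists but the endothelial one had 17 to 39 genes with a region. The chance of finding a shift in lists of that size was not tested. For the motifs, 100% of 1580 planted sequences were found.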

Results

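Chromatin accessibility was measured with ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in ES-E14TG2a cells, a mouse embryonic stem cell (mESC) line differentiating through cardiogenic mesoderm toward endothelial cells (ECs). Libraries were made on day 2 (d2) and day 4 (d4), with 2 libraries at each time point from separate differentiation experiments. The d2 cells came before, and the d4 cells after, exposure to Activin A, BMP4 and VEGF. The question was which regions open as the endothelial programme starts. The deposited data were 1 peak list per library. They held 26865 peaks in d2 replicate 1, 24544 in d2 replicate 2, 22511 in d4 replicate 1 and 21299 in d4 replicate 2. The mean was 25704 ± 1641 (SD, n = 2) at d2 and 21905 ± 857 (SD, n = 2) at d4. Read totals were not part of the peak lists, but the relative depth could be solved from them. Relative to d4 replicate 1, the deepest library, the background coverage was 0.752 in d2 replicate 1, 0.640 in d2 replicate 2 and 0.985 in d4 replicate 2. The d4 libraries were the deeper ones and had fewer peaks.

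The consensus, the segments with a peak in both replicates, held 20268 segments at d2 and 17110 at d4. Replicates overlapped more than time points did. Of the d4 replicate 2 peaks, 79.3% overlapped a peak of d4 replicate 1, against 64.3% for d2 replicate 1 and 64.1% for d2 replicate 2. Of the d2 replicate 2 peaks, 79.4% overlapped a peak of d2 replicate 1, against 55.3% for d4 replicate 1 and 54.7% for d4 replicate 2.

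Genes with several regions that opened between d2 and d4 included Hapln1, which encodes a protein that links hyaluronan and proteoglycans in the extracellular matrix. It had 7 gained regions and no lost one among its 8 regions. Dlc1 and Farp1, the latter encoding a guanine nucleotide exchange factor, had 5 gained regions each. Arhgap6 had 4, and Dhrs3, which encodes a retinaldehyde reductase, and Tdrd3 had 3 each, all without a lost region. Other genes had several regions called only at d2. Trp73 and Rap1gap2 had 5 lost regions each, and Tenm2, Adgrl3, Chst3, Galnt2, Lbh and Coro2a had 4 each, all without a gained region. Whether such counts at single genes exceed chance was not tested.

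In all, the 4 lists merged into 40910 union regions. Of these, 4063 were gained (a peak in both d4 libraries and in neither d2 library), 5664 were lost (the reverse) and 11494 were shared by all 4 libraries. The background for these counts comes from pairing each d2 library with a d4 library. Such pairs, which cut across the time points, had between 289 and 458 regions of their own, so the gained regions were 8.87 times as many as in the largest of them. With 2 libraries against 2, an exact permutation test cannot go below p = 0.333, so no p-value is given between the time points. A further 15129 regions had a peak in 1 library only and belong to neither class. Because both libraries of a time point must carry the peak, the counts depend on each library. The gained count was 6636 without d4 replicate 1 and 7479 without d4 replicate 2, and the lost count was 9498 without d2 replicate 1 and 10970 without d2 replicate 2. The excess of lost over gained regions was a ratio of 1.39. With the top 15000 peaks of each library the ratio was 0.913. Taking an equal number of peaks removes the difference in peak number between time points, so this value cannot decide whether the excess holds. Leaving out a library shifts the ratio by construction, as 1 peak then suffices at that time point, so its values of 0.891 without d4 replicate 2, 1.02 without d4 replicate 1, 2.05 without d2 replicate 1 and 2.43 without d2 replicate 2 do not bear on the excess.

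**Figure D1:**
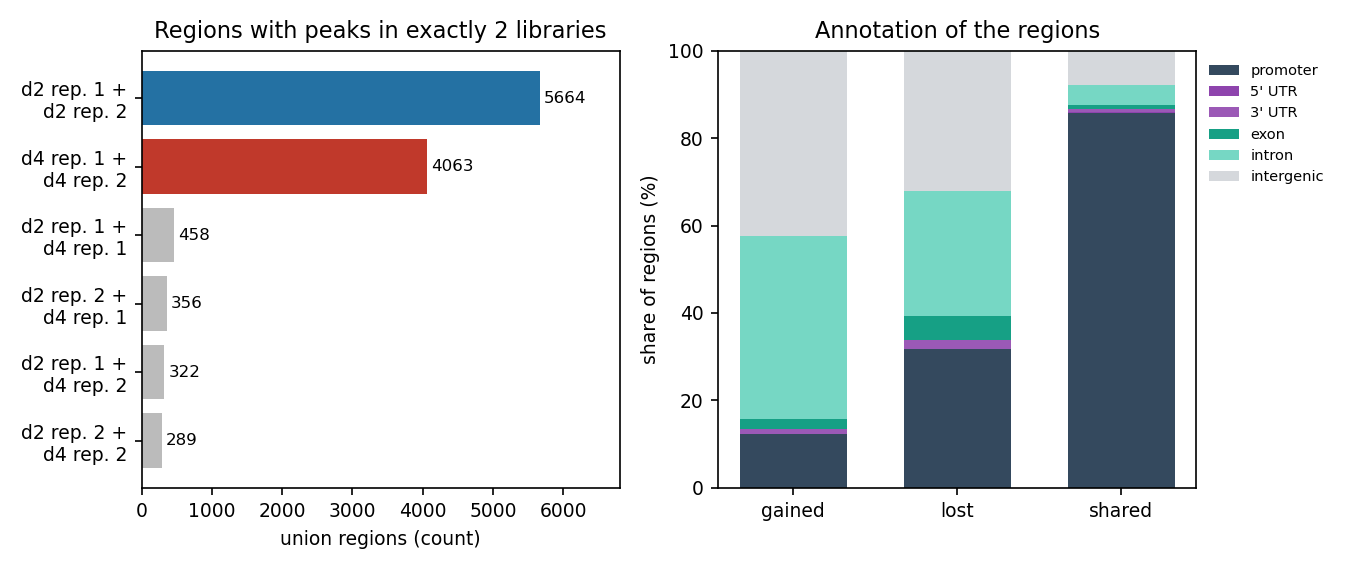
Left, the number of union regions (x axis, count) with peaks in exactly 2 libraries, for each pair of libraries; gained regions (d4 pair, red) number 4063 and lost regions (d2 pair, blue) 5664, against at most 458 for a pair across time points (grey). Right, the share (y axis, %) of gained, lost and shared regions by annotation; promoters make up 12.2%, 31.7% and 85.8%.

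The strongest gained region, by the lower of its fold enrichments in both d4 libraries, lay in an intron of Cr1l on mm10 chromosome 1 (195100720 to 195101205), with a fold enrichment of 21.6 in d4 replicate 1 and 18.6 in d4 replicate 2. It was followed by a region in an intron of Tmem135 on chromosome 7 (89367680 to 89368202, 18.1 and 18.6) and an intergenic region near Smc2os on chromosome 4 (52429512 to 52429806, 16.9 and 20.3). On chromosome 14, an intergenic region (87754789 to 87755169, 16.5 and 18.4) and one in an intron of Tdrd3 (87478643 to 87478937, 16.4 and 17.9) completed the 5 strongest. Fold enrichments are the authors' own values for each peak and are used only to describe and rank peaks within a list. The strongest lost region was in an intron of Lrp1b on chromosome 2 (40910901 to 40911285), at 19.9 in d2 replicate 1 and 20.6 in d2 replicate 2. The next lay in an intron of Astn2 on chromosome 4 (66330594 to 66330973, 17.9 and 20.2), between genes on chromosome 16 (87207951 to 87208275, 17.3 and 19.9), at a promoter of Crybg1 on chromosome 10 (44148643 to 44149248, 17.3 and 16.9) and between genes on chromosome 8 (102863071 to 102863415, 16.8 and 20.9).

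Gained regions were mostly distal. Of the gained regions, 42.0% were intronic and 42.3% intergenic, and 497 of 4063 (12.2%) lay within 1000 bp of a transcription start. Among lost regions, 1793 of 5664 (31.7%) were promoters, 28.5% were intronic and 32.1% intergenic. Lost promoter regions, within 1000 bp of any transcript start, included some at the adhesion gene Epcam, the pluripotency gene Sall4, L1td1, and the Notch ligand gene Dll1. Others lay 321 bp and 879 bp from a start of the endothelial genes Elk3 and Efnb2, and at a start of the ubiquitously expressed gene Eef1a1. Of the regions assigned to each gene, 2 of 3 were lost at Elk3, 2 of 5 at Efnb2 and 2 of 3 at Eef1a1. A lost region near a start does not show that the main promoter of the gene closed. Gained promoters included one of the hyaluronan receptor gene Cd44 (chromosome 2, 102901452 to 102901777, 5' UTR) and one of Hapln1 (chromosome 13, 89540419 to 89540575, 5' UTR). Shared regions were mainly promoters, 9864 of 11494 (85.8%). The promoter share was lower among gained than among lost regions (odds ratio 0.301, 95% interval 0.270 to 0.336; two-sided Fisher's exact test across regions, p = 2.07e-116). Regions of one genome are not replicates, so this p describes the regions of these 4 libraries. In shared regions the median pileup over background was 33.1 and 32.3 in d4 replicates 1 and 2, against 38.7 and 55.9 in d2 replicates 1 and 2. The median fold enrichment of all peaks was 7.98 in both d4 libraries and 7.70 and 8.69 in the d2 libraries. The fold adds 1 to pileup and background and covers each library's own peaks, so it does not compare enrichment between libraries. The median distance of distal regions to the nearest start was 15.8 kb for gained, 12.6 kb for lost and 9.23 kb for shared regions.

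Marker genes of the endothelial cluster of embryonic Tbx1Cre-sorted cells had more gained than lost regions. Of the 228 markers with a region, 50 had only gained regions, 42 had only lost regions, 10 had both and 126 had neither. Hapln1 had 7 gained regions, the sphingosine receptor gene S1pr1 had 3 and the sulfotransferase gene Chst2 had 3, whereas the unconventional myosin gene Myo6 had 3 lost regions, and Vasp and the ETS factor gene Elk3 had 2 each. Together these markers had 87 gained and 61 lost regions. Their net count lay 46.4 regions above the mean of random gene lists matched on the number of regions per gene (gene permutation test, two-sided, Benjamini-Hochberg adjusted p = 0.0128 over 16 lists). The call was lost without d4 replicate 2 (adjusted permutation p = 0.0768) and at −log10 q of at least 10 (0.0512). In the other settings the adjusted p lay between 0.00053 (Fisher's exact test) and 0.0416 (permutation test, top 15000 peaks).

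The textbook endothelial list of 56 genes did not differ detectably from random lists, with 20 gained and 17 lost regions (7.38 above random lists, adjusted permutation p = 0.588). Of its genes with a region, 13 had only gained regions, 12 only lost, 3 both and 23 neither. S1pr1 had 3 gained regions and the apelin receptor gene Aplnr 2, while Elk3 and the ephrin gene Efnb2 had 2 lost regions each. The 2 larger marker lists from Mesp1Cre-sorted cells did not pass either. Cluster 2 had 301 gained and 330 lost regions (62.4 above random lists, adjusted permutation p = 0.0908), and cluster 16 had 352 gained and 388 lost (68.9 above, adjusted permutation p = 0.0908). Both passed without d2 replicate 2 (adjusted permutation p = 8e-04 for each), and cluster 16 also without d2 replicate 1 (adjusted permutation p = 0.0296). With distal regions only, both passed (adjusted permutation p = 0.0032 and 0.0016), as they did with merging within 500 bp (0.0357 and 0.0328) and with Fisher's exact test (0.0106 and 0.00779). With the top 15000 peaks the cluster 2 excess was -2.78 (adjusted permutation p = 0.95), and without d4 replicate 2 both excesses were lower, at 23.6 and 26.6 (adjusted permutation p = 0.613 for each). Of the cluster 2 markers with a region, 166 had only gained regions, 209 only lost, 63 both and 609 neither, and of the cluster 16 markers 195, 254, 70 and 699. Arhgap6 had 4 gained regions, Dhrs3 3 and Dlc1 5, while Chst3 had 4 lost, and Nrg1, a growth factor gene, and the choline transporter gene Slc44a2 had 3 lost each. These lists are not independent of each other, as 190 of the 252 Tbx1Cre markers were also in the cluster 2 list, 165 in the cluster 16 list and 41 in the textbook list.

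Among lists of other cell types, naive and general pluripotency genes had 4 gained and 19 lost regions (11.6 below random lists, an excess of -11.6; adjusted permutation p = 0.0908). L1td1, an RNA-binding protein gene of pluripotent cells, had 3 lost regions, and Sall4 and Epcam had 2 each. Pou5f1, which encodes OCT4, and Esrrb had 1 lost region each and no gained one, and both were picked after their values were seen. Neural genes had 1 gained and 12 lost regions (excess -8.68, adjusted permutation p = 0.171), with 2 lost regions at Dlx2. The pluripotency list passed without d4 replicate 1 (adjusted permutation p = 0.0400) and without d4 replicate 2 (adjusted permutation p = 0.0096), and the neural list without d4 replicate 1 (adjusted permutation p = 0.0400). The pluripotency list also passed with 50% overlap, at −log10 q of at least 10 and with the top 15000 peaks (adjusted permutation p = 0.0320, 0.0128 and 0.0416). It did not pass with protein-coding genes only (20 gained and 36 lost, excess -11.5, adjusted permutation p = 0.309). There the excess was nearly unchanged, but the random lists spread more (SD 7.72 against 5.02). Nor did it pass with distal regions only (excess -6.47, adjusted permutation p = 0.235) or with both (excess -5.56, adjusted permutation p = 0.658). The neural list passed with Fisher's exact test (adjusted p = 0.0444). Primed pluripotency genes had 2 gained and 11 lost regions (excess -6.57, adjusted permutation p = 0.326), among them 2 lost regions each at Lef1, Cdh2 and Etv5. Cardiac and cardiopharyngeal genes had 11 gained and 5 lost regions (excess 9.18, adjusted permutation p = 0.218). Ryr2, the cardiac calcium release channel gene, had 3 gained and 1 lost, and Isl1, a second heart field transcription factor gene, had 2 gained. Haematopoietic genes had 9 gained and 7 lost regions (excess 4.19, adjusted permutation p = 0.626), with 2 gained at Cd44. In the order only gained, only lost, both and neither, the genes numbered 3, 14, 1 and 21 (pluripotency), 0, 10, 1 and 12 (neural), 1, 7, 1 and 12 (primed), 5, 3, 2 and 23 (cardiac) and 4, 3, 3 and 13 (haematopoietic).

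The remaining lists did not pass either. Signalling genes of the VEGF, Notch and TGF-beta pathways had 6 gained and 15 lost regions (excess -5.40, adjusted permutation p = 0.628), with 3 lost at Bmper and 2 each at Jag1 and Dll1. Trophoblast genes had 3 gained and 8 lost (excess -3.49, adjusted permutation p = 0.628), with 2 lost at Tfap2a. Endoderm genes had 9 gained and 13 lost (excess -1.61, adjusted permutation p = 0.946). The endocytic receptor gene Cubn, an endoderm marker, had 4 gained regions in its introns and 2 lost. Ubiquitously expressed genes had 2 gained and 5 lost (excess -1.10, adjusted permutation p = 0.946), with 2 gained at Actb and 2 lost at Eef1a1. Early mesoderm genes had 5 gained and 8 lost (excess -0.875, adjusted permutation p = 1), with 2 lost each at Nodal and Dll1. Genes of GATA, ETS and AP-1 factors had 7 gained and 10 lost (excess -0.390, adjusted permutation p = 1), with 2 lost each at Elk3 and Etv5. Mesenchymal genes had 6 gained and 8 lost (excess 0.228, adjusted permutation p = 1). In the same order, the genes numbered 6, 11, 0 and 18 (signalling), 1, 5, 2 and 9 (trophoblast), 2, 7, 4 and 14 (endoderm), 1, 4, 0 and 24 (ubiquitous), 3, 4, 2 and 17 (early mesoderm), 6, 7, 1 and 15 (GATA, ETS and AP-1 factors) and 3, 4, 2 and 17 (mesenchymal). The number of lists past the threshold was 1 here and 5 when each region went to its nearest protein-coding gene, the 4 others being the cardiac, the neural and both Mesp1Cre lists. It was 2 without d2 replicate 1, 3 without d2 replicate 2 and 3 without d4 replicate 1.

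**Figure D2:**
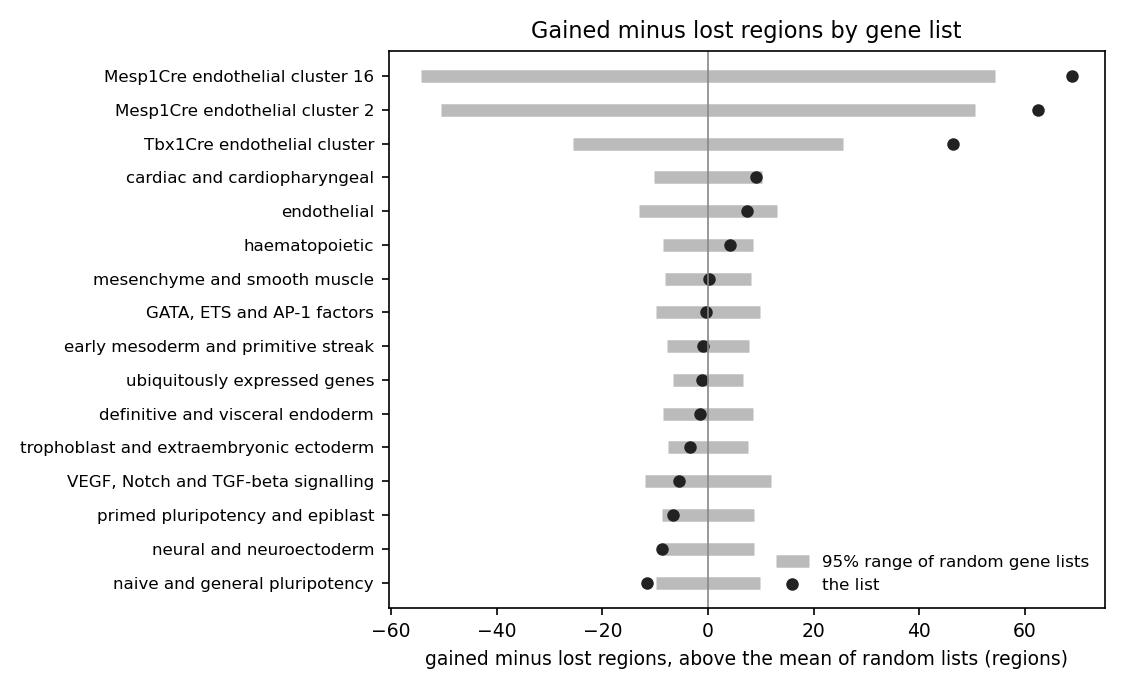
Gained minus lost regions of each gene list as the difference from the mean of 10000 random lists (x axis, regions; point), with the 95% range of those random lists (grey bar; normal approximation). The Tbx1Cre endothelial cluster lies 46.4 above the mean and is the one list that passed the adjusted threshold; the Mesp1Cre lists lie at 62.4 and 68.9, with adjusted permutation p = 0.0908.

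The GATA motif marked the regions that opened. It lay within 100 bp of the summit in 1449 of 3566 gained distal regions (40.6%), against 158 of 3871 lost (4.08%) and 7.06% of 1630 shared distal regions (odds ratio gained against lost 16.0, 95% interval 13.5 to 19.1; the p of its exact test was too small to be written). The composite of an E-box part and GATA, bound by TAL1 and GATA factors together, was found in 5.02% of gained and 0.336% of lost regions (odds ratio 15.1, interval 8.69 to 26.4). Motifs of TEAD factors (9.20% against 2.04%), AP-1 (9.98% against 4.11%), forkhead factors (7.71% against 2.84%) and ETS factors (6.37% against 2.82%) were also more frequent among gained regions. For ETS, the family of ERG, FLI1 and ETV2, the odds ratio was 2.34 (interval 1.85 to 2.95, adjusted exact p = 2.96e-13). For AP-1 it was 2.58 (interval 2.13 to 3.13, adjusted exact p = 5.11e-23).

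Other motifs were more frequent in lost regions. The octamer motif of POU factors such as OCT4 was in 5.37% of lost and 0.757% of gained distal regions (odds ratio 0.137, interval 0.0915 to 0.204, adjusted exact p = 5.07e-33). SOX motifs were in 14.5% of lost and 8.13% of gained regions, and ZIC motifs in 8.32% and 4.46%. CTCF (4.08% against 1.09%), SP (3.23% against 1.01%) and KLF motifs (2.20% against 0.729%) were also more frequent among lost regions, and all 3 were most frequent in shared ones (7.67%, 5.83% and 3.87%). Of 20 motifs, 9 were more frequent in gained and 6 in lost regions (two-sided Fisher's exact test across regions, Benjamini-Hochberg). The other gained ones were MEIS (3.87% against 2.12%), RBPJ (2.66% against 1.68%, adjusted exact p = 0.00554) and the CAGATG E-box (7.88% against 6.20%, adjusted exact p = 0.00639). T-box (adjusted exact p = 0.626), MEF2 (0.177), HOX-MEIS (0.274), ESRRB (0.407) and NRF1 motifs (0.626) did not pass, but MEF2 passed without d2 replicate 1 (exact test, adjusted p = 0.0105) and without d2 replicate 2 (0.0123). RBPJ and the E-box no longer passed at −log10 q of at least 10 (exact test, adjusted p = 0.161 and 0.351). GATA and ETS motifs met in 2.55% of gained distal regions, where 2.59% would be expected if they were placed independently.

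**Figure D3:**
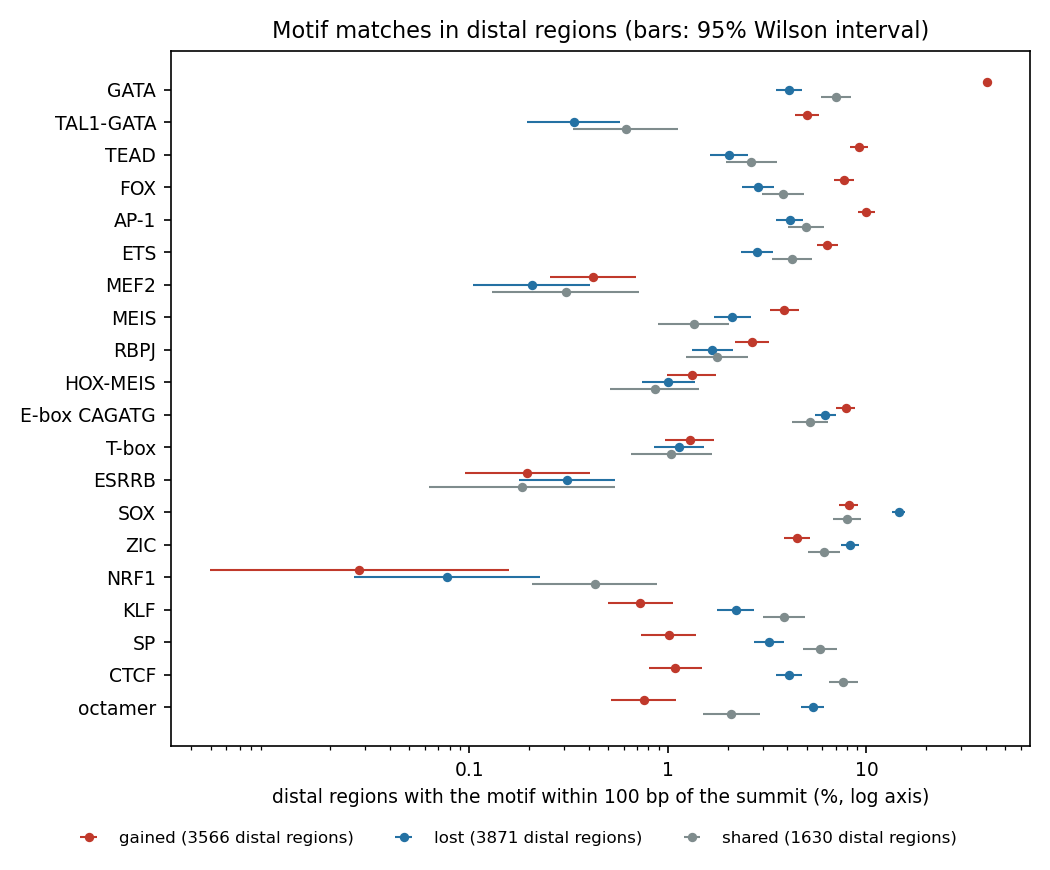
Share of distal regions with each motif (x axis, %, log scale) among gained (red), lost (blue) and shared regions (grey), with 95% Wilson intervals as bars. GATA stands at 40.6% in gained against 4.08% in lost regions; the octamer motif stands at 0.757% against 5.37%.

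The study named putative regulatory elements (EC-REs) of 6 endothelial genes, and 3 of them met the definition of a gained region. At Kdr, which encodes VEGFR2, the region (chromosome 5, 75962259 to 75962568) had a fold enrichment of 7.27 in d4 replicate 1 and 11.04 in d4 replicate 2, and no peak in either d2 library. It lay in an exon of a retained-intron transcript of Kdr, 15890 bp from the nearest start. At Flt1, which encodes VEGFR1, an intronic region (chromosome 5, 147657939 to 147658144) reached 9.87 and 7.90. At Notch1, an intronic region (chromosome 2, 26475118 to 26475277) reached 4.90 and 5.15, while a region overlapping the 3' UTR of Notch1 (26459517 to 26459863) was lost, with 8.51 and 11.48 in d2 replicates 1 and 2. The Kdr promoter was open in all 4 libraries (75978186 to 75978814, fold enrichment 10.0, 6.39, 7.75 and 8.63), as was that of Notch1.

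The other EC-REs were not found in both d4 lists. At Eng, which encodes endoglin, an intronic peak (chromosome 2, 32661840 to 32661984) was called in d4 replicate 2 only, at 7.85. At Cdh5, which encodes VE-cadherin, a peak 244 bp from a start (chromosome 8, 104110840 to 104111063) was called in d4 replicate 1 only, at 6.14. At Pecam1 no library had a peak in the window of whole kilobases around the element. The Pecam1 promoter peak (chromosome 11, 106715216 to 106715435, 5.94) was in d4 replicate 1 only. A peak missing from a list means that it did not pass the caller's threshold at that depth, not that the region was closed. The study found VE-Cadherin on only a small share of d4 cells, so the d4 lists describe a mixed culture. Whether this accounts for the missing peaks was not tested. At −log10 q of at least 10, 1 EC-RE still held a gained region.

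Matches to the GATA consensus lay near the summits at Kdr (TGATAAG at 75962332 to 75962338 and AGATAAG at 75962426 to 75962432) and at Flt1 (AGATAAG at 147658085 to 147658091, 1 bp from the summit). The peak at Cdh5 held AP-1 matches instead (TGACTCA at 104110991 to 104110997, at the summit). No match to the GATA consensus or to another searched motif was found within 100 bp of the summit at the gained region of Notch1 or at the Eng peak. The Notch1 summit (26475266) lies near the end of its region (26475118 to 26475277), so part of that region was not searched. Of the regions that the study had linked to endothelial markers, 85 windows held a gained region, 14 held a region open in all 4 libraries and none gained, and 2 held neither. At −log10 q of at least 10 the number with a gained region was 39, and with the top 15000 peaks of each library it was 51. The study chose these regions and the EC-REs in part on the same 4 libraries, so their direction is not independent evidence. For the EC-REs the study also used gene expression and perturbed the elements in cells. Epigenetic targeting lowered expression of the linked genes except Pecam1. Deleting the Notch1 and Pecam1 elements lowered expression of both genes.

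**Figure D4:**
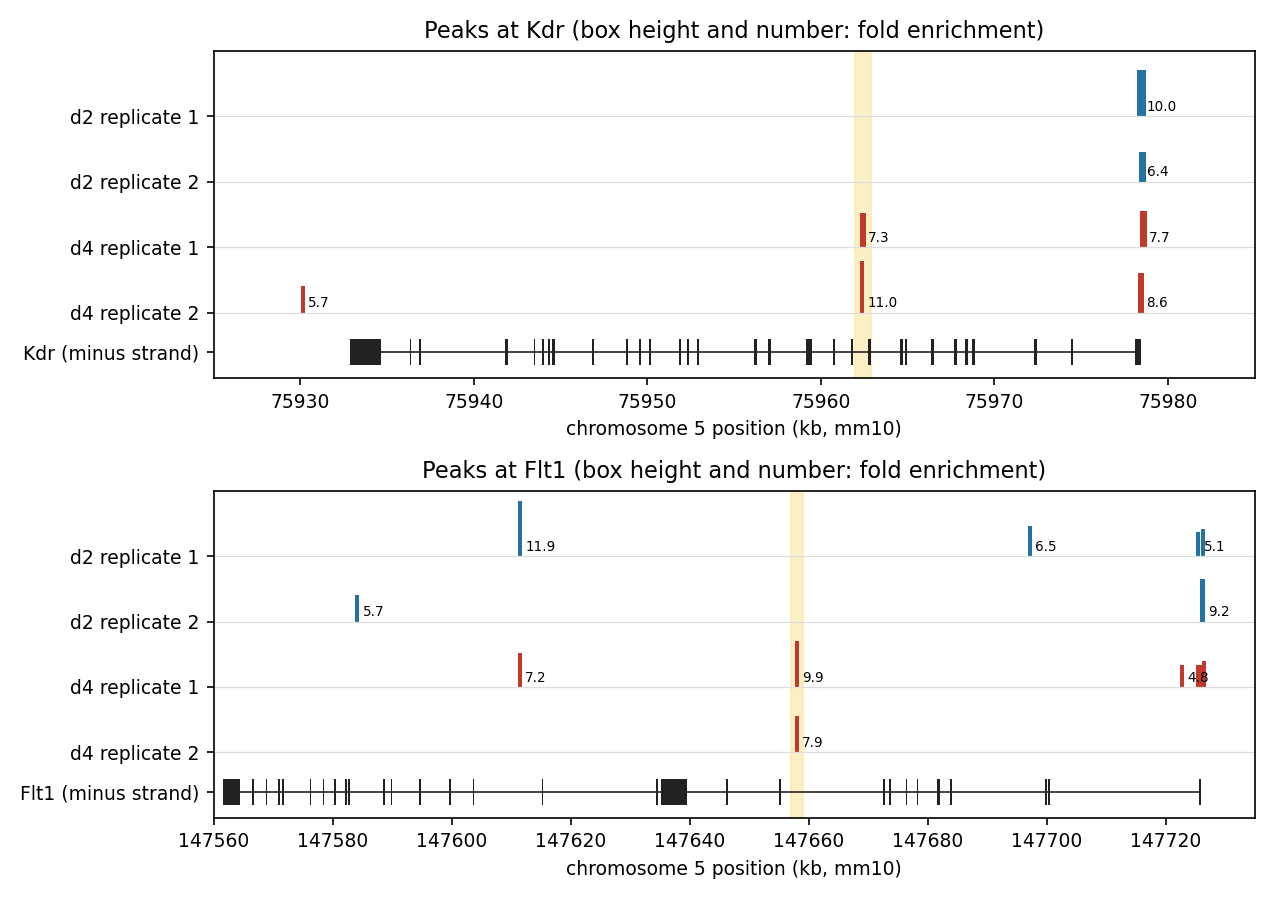
Peaks of the 4 libraries at Kdr (top) and Flt1 (bottom) along chromosome 5 (x axis, kb, mm10), 1 row per library (d2 blue, d4 red); box height is the fold enrichment of the peak, numbers give it (where boxes crowd, for the leftmost), exons of the gene are black and the EC-RE is shaded. In the shaded element, peaks are seen only in the d4 rows, at 7.27 and 11.04 for Kdr and 9.87 and 7.90 for Flt1.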

Values the study reported

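The study reported 20,268 consensus peaks at d2 and 17,110 at d4, called in both replicates of each time point. It reported 8773 differentially accessible regions between these stages, on which both count-based tools agreed. Of these, 4408 were open at d4. Intersecting them with 252 endothelial cluster markers left 101 regions.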

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

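The equal pileup and the joint use of protein-coding genes and distal regions, and all settings of the EC-RE and marker windows, were chosen after seeing the data. The promoter odds ratio stayed below 1 and those of GATA, ETS and AP-1 above 1 in all settings run (GATA 10.04 to 20.09). At −log10 q of at least 10 the consensus was 11738 at d2 and 10453 at d4, with 1963 gained and 2863 lost regions, 1 EC-RE and 39 marker windows with a gained region, and an excess of 24.8 for Tbx1Cre markers, since fewer peaks enter. With the top 15000 peaks the d2 consensus was 11845, lost regions 2481, lost over gained 0.913, marker windows 51 and lists past the threshold 2. The lists past the threshold were 2 with 50% overlap, 3 with merging, 5 with protein-coding genes, 3 with distal regions, 5 with protein-coding genes and distal regions together and 4 with Fisher's exact test. Leaving out a library, which makes 1 peak enough for a time point, moves these counts by construction and gave 4520 to 7479 gained and 6662 to 10970 lost regions, a ratio of 0.891 to 2.43, 1 to 3 lists and a Tbx1Cre excess of 40.9 to 59.9. Depth limits weak peaks most, since the lowest pileup at a called summit was 6 or 7.

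Lists that passed in no setting changed sign in some, as did the Mesp1Cre cluster 2 list; the cause was not tested. For early mesoderm (-0.875) the excess was 2.41 (50% overlap), 3.54 (coding genes), 2.07 (coding genes with distal regions), and -4.08 to 1.25 leaving out a library. For endoderm (-1.61) the excess was 1.74 (50% overlap), 0.343 (−log10 q of 5), 4.05 (−log10 q of 10), 3.21 (the top peaks), 1.16 (merging), 0.499 (equal pileup), 4.34 (distal regions), 2.32 (coding genes with distal regions), and -2.08 to 0.738 leaving out a library. For mesenchyme (0.228) the excess was -2.4 (50% overlap), -1.03 (−log10 q of 5), -1.58 (−log10 q of 10), -2.66 (the top peaks), -0.767 (equal pileup), -2.36 (coding genes), -4.14 (coding genes with distal regions), and -2.38 to 2.05 leaving out a library. For GATA, ETS and AP-1 factors (-0.39) the excess was 1.84 (50% overlap), 2.58 (−log10 q of 10), 3.63 (the top peaks), 0.911 (equal pileup), 6.07 (coding genes), 0.227 (distal regions), 6.43 (coding genes with distal regions), and -5.12 to 1.7 leaving out a library. For signalling (-5.4) the excess was 2.09 (−log10 q of 10), 2.07 (the top peaks). For ubiquitous genes (-1.1) the excess was 2.42 (−log10 q of 10), 0.631 (the top peaks), 1.59 (merging), 1.24 (coding genes), 0.111 (distal regions), 1.55 (coding genes with distal regions), and -3.67 to 3.11 leaving out a library. For Mesp1Cre cluster 2 (62.4) the excess was -2.78 (the top peaks). Motif odds ratios crossed 1 for ESRRB (1.33 at 50 bp), NRF1 (1.07 at −log10 q of 10, 1.09 at 50 bp) and T-box (0.884 at 200 bp), none past the threshold.

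The replicates came from independent differentiation experiments, but the labels do not say whether libraries with the same replicate number shared one. Deviations of same-numbered libraries correlated at 0.0129 over shared regions, and 747 regions were open in just a same-numbered pair against 678 in a crossed one. With the number as a block, 4 lists passed (pluripotency, adjusted permutation p = 0.0172; neural, 0.0139; Tbx1Cre and Mesp1Cre cluster 16, 0.0128 each). Tbx1Cre markers then had 291 gained and 287 lost regions, against 87 and 61 in the main setting. Their excess of 108.9 is therefore not on the same scale as the 46.4 of the main setting. Signs of the excess changed to 1.07 for endoderm, -2.85 for mesenchyme and 2.49 for ubiquitous genes.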

Other observations

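The tests on sequencing depth and on the transposase and the count of clusters were chosen only after the result was seen. Genes and clusters named in the first paragraphs were chosen after their values were seen.

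With each region assigned to its nearest protein-coding gene, cardiac and cardiopharyngeal genes had 52 gained and 19 lost regions, 36.4 above random lists (gene permutation test, adjusted p = 0.00213). Ryr2 had 9 gained and 1 lost, Isl1 had 7 and 0, Bmp2 had 7 and 1, and the second heart field growth factor gene Fgf10 had 6 and 0. The transcription factor genes Mef2c and Tbx20 had 4 gained each, with 1 and 2 lost, while Lhx2 had 3 lost and Hand2, Foxf2 and Irx4 had 2 lost each, with none gained. Of the cardiac genes with a region, 10 had only gained regions, 6 only lost, 7 both and 14 neither. Neural genes had 1 gained and 29 lost regions (excess -24.8, adjusted permutation p = 0.0036). Sox1, Pou3f2, Six3 and Dlx2, all transcription factor genes of the early nervous system, had 3 lost regions each and no gained one. Textbook endothelial genes had 46 gained and 32 lost regions by this assignment (excess 19.6, adjusted permutation p = 0.117). S1pr1 had 6 gained and 1 lost, and Cd93 had 3 gained. Elk3 and Cldn5 had 2 lost each, and Nrp2 had 1 gained and 3 lost. Efnb2, with 2 lost regions and no gained one in the main setting, had 5 gained and 3 lost by this assignment. Haematopoietic genes had 20 gained and 14 lost (excess 8.34, adjusted permutation p = 0.338), with 7 gained and 2 lost at Runx1, a transcription factor gene needed for the first blood cells, but 1 gained and 5 lost at Zfpm1 and 1 lost each at Ptprc, Myb, Nfe2 and Kit.

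Changed regions also came in clusters of at least 4 within 100 kb. Gained regions formed 33 clusters of 4 and 7 of 5, and lost regions formed more, 58 of 4, 21 of 5, 1 of 6 and 1 of 7. Clusters of 5 gained regions lay near Aplnr, Farp1, Phlda1, Nid1 and others. Smaller ones of 4 lay at Hapln1, Runx1, Podxl, Bmp4 and Rspo3. The GATA motif was in all 4 regions of the cluster at Hapln1 (chromosome 13, 89401233 to 89496858), in 3 of 4 at Bmp4, 2 of 4 at Runx1, 1 of 4 at Podxl and 0 of 5 at Farp1. The largest lost cluster held 7 regions over 91.3 kb at Wnt10a and Fev (chromosome 1, 74794612 to 74885957). Clusters of 5 lost regions lay at Sox9 (chromosome 11, 112782905 to 112870889) and Lef1 (chromosome 3, 131065170 to 131144543). The number of clusters expected by chance was not computed.

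Base composition does not account for the GATA motif in gained distal regions, as of 839 rearrangements of the GATA consensus, some of which still match part of its sites, the highest odds ratio was 12.1, below the lower bound of 13.5 for the real one, and the median was 1.14. Windows 1 kb from the gained summits held the motif at 9.10%, so the sequence around the regions does not account for 40.6% at the summits. Windows 1 kb from the lost summits held the motif at 8.36%, above the 4.08% at the lost summits themselves. Part of the odds ratio of gained against lost regions therefore reflects a low share in the lost ones. A preference of the transposase for the motif would also show in distal regions open in all 4 libraries, and these held it at 7.06%. Nor was it a feature of weak peaks, as with gained regions in 4 bins of strength, the strongest held it 1.25 times as often as the weakest (46.2% against 37.0%). Binding of GATA factors in d4 cells remains a hypothesis, since binding was not measured.

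Peaks called in a single library may carry the same change. Of 5011 distal regions with a peak in 1 d4 library only, 27.1% held the GATA motif (Wilson interval 25.9 to 28.4), against 4.46% (3.99 to 4.99) of 6498 in 1 d2 library only. The share was 26.4% in d4 replicate 1 and 28.1% in d4 replicate 2, against 4.76% and 3.96% in the d2 libraries. If these peaks were background, both time points would be alike, so background does not account for all of them. The gained set may therefore be an undercount.

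The excess of lost over gained regions and of promoters among the lost may be in part technical, although a lower depth at d4 is argued against, as the background coverage at d4 was 1.43 times that at d2. Weaker enrichment at d4 remains open. In shared regions the median pileup over background was 33.1 and 32.3 in the d4 libraries against 38.7 and 55.9 in the d2 libraries. The higher d4 value was 0.855 of the lower d2 value. The median fold enrichment of all peaks (7.98 in each d4 library, against 7.70 and 8.69) cannot decide this. That measure adds 1 to pileup and background and covers a different set of called peaks in each library. Whether promoters near the detection limit dropped out cannot be decided from peak strength: the share lost was 37.3% in the weakest and 0.619% in the strongest of 4 bins of d2 promoters, a ratio of 0.0166, but gained promoters had the same gradient (11.6% and 0.222% of d4 promoters), which a call threshold alone can give. Of the strongest of 4 bins of d2 distal regions, 43.0% were lost, so the distal losses were not limited to weak peaks, and a real closing of weak promoters by d4 stays open as well.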
